A study of Homo sapiens with 16 samples. Its data were reported in "Diabetes-associated breast cancer is molecularly distinct and shows a DNA damage repair deficiency" (2023).

How the data were processed

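RNA sequencing of 2 established human breast cancer cell lines was analyzed, MDA-MB-231 and MDA-MB-468, which both lack the estrogen receptor. Per the labels, each line was cultured for 48 hours in 5 mM glucose (low glucose, the control) or 25 mM glucose (high glucose, the model of hyperglycemia), with 4 replicates per group and 16 samples in all. Groups and replicate numbers were taken from the sample labels, which number the replicates 1 to 4 in each group; any pairing of samples across groups comes from these numbers alone.

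The authors trimmed the reads, aligned them to the hg19 genome build with TopHat and an Ensembl annotation, counted reads per gene, and used DESeq2 for differential expression. The paper's methods name a stranded library kit, while the program that counted reads and its use of strand are not stated. They also give a filter, at least 0.5 CPM in 2 or more samples, for the CPM values. The deposited table was not limited to such genes, since 17115 of its 18332 genes pass that filter over the 16 samples. The deposited values are a normalized signal per gene: read counts that the authors divided by a size factor for each library. In each library 100% of the values were whole multiples of a single step, so the whole reads could be recovered, with a largest deviation from a whole read of 5.82e-05. The paper's methods name CPM with TMM factors instead, which these values are not. The table held 18332 Ensembl gene IDs. Symbols were found for 16633 of them and a transcript length for 17647, in a GENCODE annotation lifted to GRCh37 (hg19). Coordinates are 1-based on that build, and transcript length and GC content are those of the canonical transcript. IDs with no symbol are reported as IDs.

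Recovered reads per library ranged from 14094597 to 24425916, so 3 reads, the floor used here, corresponded to between 0.123 and 0.213 CPM (reads scaled to library size). The SD between replicates holds counting error and culture variation together, while the floor covers counting error only.

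In each line, genes with at least 0.5 CPM in 2 or more of its samples were tested with limma 3.58.1 in R 4.3.3 on log2(value + 1), as high minus low glucose. The test was lmFit followed by eBayes with trend, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. The difference between lines was the interaction contrast of a limma model with 4 group means over all 16 samples, MDA-MB-468 minus MDA-MB-231. Genes altered in both lines were those past the threshold in both fits. Their number was compared with the number under independent calls, and with 10000 shuffles of the calls within bins of mean expression.

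Gene sets were written by hand before the data were examined. A gene set score is the mean over the set's genes of the z-score of log2(value + 1) across the 8 samples of a line. Its units are the spread within that line, so its size is no fold change, and a difference between lines compares unlike units. Genes too low to be tested in a line were left out there. The TNF-alpha NF-kB response set thus had 44 genes in MDA-MB-231 and 39 in MDA-MB-468. Scores were compared by a two-sided exact permutation test over the 70 splits of 8 samples, for which the smallest p is 0.0286, with Benjamini-Hochberg adjustment over 26 tests. The difference of a score's response between lines was tested over 4900 permutations of the glucose labels within lines, adjusted over 13 sets. This test's null is no response in either line. A set was scored only where at least 80% of its genes were found. Of 15 sets, 13 were scored. The myogenesis set (32 of 62 genes found) and the glucose sensing set (1 of 2 genes found) were left out, because too few of their genes could be found by symbol.

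The genes named in the text follow a rule fixed before the data were examined. It has a fixed list (TXNIP, ARRDC4, BRCA1, BRCA2, MKI67, ZEB1, VIM and TWIST1). It adds, per line, the 4 largest rises and 4 largest falls among genes past the threshold with a mean of at least 5 CPM in the higher group and no overlap between the glucose groups. It also adds the 2 largest differences between lines in each direction. The annotation paired no ID of the table with the symbol TXNIP, so that gene could not be looked up by name. It could be among the IDs without a symbol, which were analyzed under their IDs.

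The alternatives were another pseudocount, other filters, a gene-wise linear model without moderation, median-of-ratios and quantile rescaling, the replicate number as a block, loess corrections for transcript length and GC content, other thresholds, and leaving out each replicate in turn. edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 were run on the recovered reads. Gene sets were also tested with limma's camera and against 10000 random sets matched on transcript length and expression. The thresholds, alternatives and gene sets were chosen before the data were examined.

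The steps were tested on simulated data with 200 genes changed by 1 on the log2 scale. The dispersion was 0.01, and the changed genes had a mean of at least 5 CPM and reads in every sample. Real called genes had smaller changes, with a median absolute log2 fold change of 0.22 in MDA-MB-231 and 0.32 in MDA-MB-468. Recovery of such changes, or of genes with fewer reads, was not tested. limma recovered 199 of the 200 genes in MDA-MB-231, with 15 false calls among 14762 genes, and made 0 calls in MDA-MB-468, where no gene was changed. The interaction contrast recovered 188 of the 200 genes (94.0%), with 12 false calls among 16886 genes. The recovery at which a step counted as passing was lowered after the interaction contrast's result was seen, so these shares describe the steps and are no preset mark. Figures were drawn with matplotlib 3.10.9.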

Results

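Gene expression was measured by RNA sequencing in MDA-MB-468 and MDA-MB-231 cells after 48 hours in glucose at 5 mM (low) or 25 mM (high), with 4 replicates in each of the 4 groups. In low-glucose MDA-MB-231, replicates 1 to 4 held 24425916, 17637913, 15587270 and 16764387 recovered reads, and in high-glucose MDA-MB-231 they held 17606940, 16181874, 18211533 and 17952626. The low-glucose MDA-MB-468 replicates held 19901922, 14275499, 17975884 and 17404967 reads, and the high-glucose ones 16511125, 14548515, 14094597 and 19175669. The 10 most abundant genes took between 5.66% and 6.39% of the reads of a library. Pairs of replicates differed by more than counting error, with a chi-square per gene between 2.02 and 5.20, where counting error alone gives about 1. The first principal component of all 16 samples held 91.8% of the variance and separated the lines. Within MDA-MB-231 the first component held 18.9% of the variance, and within MDA-MB-468 it held 38.7%. In each line it separated the 4 high-glucose from the 4 low-glucose samples. The labels give no sequencing date or library batch, so no comparison within batches could be made.

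The first comparison asked which genes high glucose altered in each line. The paper describes glucose media lacking serum, with mannitol as an osmolarity control in some experiments, where it found no difference in the phenotypes studied. No group here is labeled as a mannitol control, so osmolarity cannot be told apart from glucose in these samples. In MDA-MB-231, limma tested 14884 genes and called 2245 at an adjusted p under 0.05, of which 850 were upregulated and 1395 were downregulated. In MDA-MB-468, it tested 15757 genes and called 7495, of which 3925 were upregulated and 3570 were downregulated. Quantile rescaling turned that balance to 3646 upregulated and 3801 downregulated. The changes were small in both lines, with a median absolute log2 fold change of the called genes of 0.22 in MDA-MB-231 and 0.32 in MDA-MB-468. An absolute log2 fold change of at least 1 was reached by 19 called genes in MDA-MB-231 (15 upregulated, 4 downregulated). In MDA-MB-468 it was reached by 571 (248 upregulated, 323 downregulated). In each line this balance was opposite to that of all called genes before rescaling. The 4 high-glucose values did not overlap the 4 low-glucose values in 18.7% of the genes tested in MDA-MB-231 and 42.5% of those tested in MDA-MB-468, where chance gives 2.86%. Apart from the thresholds, the alternative that moved the MDA-MB-231 count most was a gene-wise linear model without variance moderation, which called 1297 genes. With the replicate number as a block, limma called 1624 genes in MDA-MB-231 and 7383 in MDA-MB-468. The numbers showed no clear pairing: the deviations of same-numbered samples from their group means had an average correlation across genes of -0.0855 in MDA-MB-231 and 0.0589 in MDA-MB-468.

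The fold changes fell with transcript length and rose with GC content. Across 14436 genes with a known length in MDA-MB-231, Spearman's rho between length and log2 fold change was -0.193, and across 15243 genes in MDA-MB-468 it was -0.144. For GC content rho was 0.0993 in MDA-MB-231 and 0.167 in MDA-MB-468, where it was the larger in size. These are correlations across genes, which are not independent replicates. Within 5 bins of mean expression rho ranged from -0.291 to -0.0441 in MDA-MB-231 and from -0.361 to -0.0828 in MDA-MB-468. The median transcript of the downregulated genes was 4233 nucleotides long in MDA-MB-231 and 4117 in MDA-MB-468, against 2661 and 2712 for the upregulated genes. After a loess correction for transcript length rho was -0.00749 in MDA-MB-231 and 0.0230 in MDA-MB-468. The corrected limma fits kept 82.5% of the calls in MDA-MB-231 and 88.5% of those in MDA-MB-468. With the correction and the replicate block together, 1713 and 7336 genes were called.

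**Figure D1:**
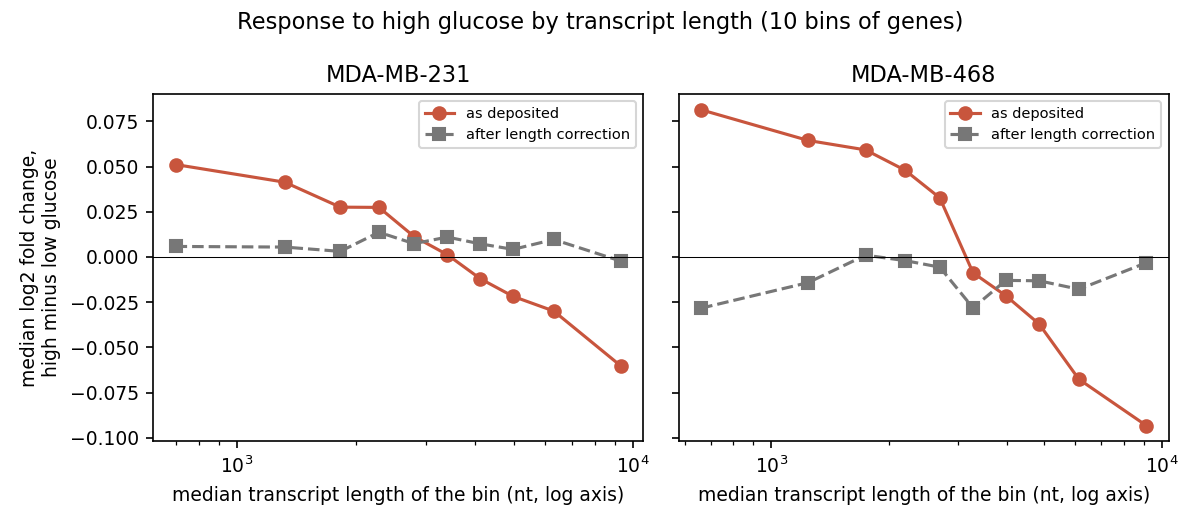
Median log2 fold change (high minus low glucose, y axis) of 10 bins of genes by median transcript length in nucleotides (x axis, log scale), for each line, as deposited (circles) and after the length correction (squares). As deposited, the median went from 0.05 in the shortest bin to -0.06 in the longest in MDA-MB-231, and from 0.08 to -0.09 in MDA-MB-468.

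In MDA-MB-231, the largest rise among the genes meeting the naming rule was in ENSG00000117289, an ID that the annotation pairs with no symbol or position. Its normalized read count was 1040 ± 66.6 (SD, n = 4) in low glucose and 4056 ± 85.7 in high glucose, a log2 fold change of 1.96 (SE 0.04, limma adjusted p 3.52e-15). It had 3 reads or fewer on average in both groups of MDA-MB-468. ENSG00000267276, also without a symbol, rose from 134.9 ± 18.4 to 278.5 ± 27.9, a log2 fold change of 1.04 (SE 0.10, limma adjusted p 1.32e-06). TMC8 (ENSG00000167895, chromosome 17, 76126851 to 76139049) rose from 63.4 ± 6.41 to 109 ± 11.1, a log2 fold change of 0.77 (SE 0.12, limma adjusted p 0.000279). MAGED4B (ENSG00000187243, chromosome X, 51804923 to 51812315) had a log2 fold change of 0.79 (SE 0.26, limma adjusted p 0.0471). This call was lost in 14 of its 21 alternatives, with adjusted p from 0.0116 to 0.316. It is also uncertain because its near-identical copy MAGED4 had a log2 fold change of -0.35 and reads could be split between them. Among genes meeting the same rule, the largest fall was in TFRC (ENSG00000072274, chromosome 3, 195739382 to 195809024), from 4226 ± 235 to 2185 ± 89.7, a log2 fold change of -0.95 (SE 0.04, limma adjusted p 1.64e-10). NEURL1B (ENSG00000214357, chromosome 5, 172068266 to 172118543) fell from 217 ± 13.5 to 124 ± 11.7, a log2 fold change of -0.81 (SE 0.09, limma adjusted p 6.89e-06). CCNE2 (ENSG00000175305, chromosome 8, 95891998 to 95908906) fell from 309.7 ± 10.6 to 181 ± 24.8, a log2 fold change of -0.78 (SE 0.09, limma adjusted p 8.71e-06). FAM72B (ENSG00000188610, chromosome 1, 120837756 to 120855681) fell from 190.2 ± 8.24 to 112 ± 6.31, which is uncertain because close paralogs share its sequence.

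In MDA-MB-468, ENSG00000230259, another ID without a symbol, rose from 41.2 ± 16 (SD, n = 4) to 226 ± 20.7 normalized reads, a log2 fold change of 2.51 (SE 0.20, limma adjusted p 4.22e-08). It had 3 reads or fewer on average in both groups of MDA-MB-231. PGBD1 (ENSG00000137338, chromosome 6, 28249349 to 28270326) rose from 38.5 ± 6.81 to 215 ± 7.11, a log2 fold change of 2.46 (SE 0.13, limma adjusted p 2.75e-10). SOBP (ENSG00000112320, chromosome 6, 107811310 to 107982510) rose from 17 ± 2.5 to 86.0 ± 9.26 and P3H4 (ENSG00000141696, chromosome 17, 39958199 to 39968856) from 22.2 ± 6.56 to 92.2 ± 9.77. COL5A2 (ENSG00000204262, chromosome 2, 189896624 to 190090038) fell from 692 ± 33.4 to 85.9 ± 7.95, a log2 fold change of -3.00 (SE 0.08, limma adjusted p 2.99e-13). MAPK8IP2 (ENSG00000008735, chromosome 22, 51039222 to 51052409) fell from 149.1 ± 13.3 to 19.8 ± 4.66, a log2 fold change of -2.88 (SE 0.17, limma adjusted p 1.35e-09). CYP1A1 (ENSG00000140465, chromosome 15, 75011883 to 75017877) fell from 391 ± 6.41 to 60.9 ± 5.26, a log2 fold change of -2.67 (SE 0.09, limma adjusted p 2.91e-12). OLR1 (ENSG00000173391, chromosome 12, 10310900 to 10324737) fell from 195 ± 15.5 to 30.01 ± 2.90, a log2 fold change of -2.66 (SE 0.12, limma adjusted p 8.91e-11).

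Of the genes fixed in advance, those for DNA repair, proliferation and mesenchymal change came from the study's questions, and ARRDC4 was added as a check of the culture condition. ARRDC4 (ENSG00000140450, chromosome 15, 98503933 to 98517063), a glucose-responsive gene, rose from 17.2 ± 6.81 (SD, n = 4) to 36.5 ± 12.3 normalized reads in MDA-MB-231, a log2 fold change of 1.06 (SE 0.30, limma adjusted p 0.0245). Over its 19 alternatives the adjusted p ranged from 0.00750 to 0.156, and 5 of them lost the call. DESeq2 gave no adjusted p for it. In MDA-MB-468 it fell from 50.8 ± 6.81 to 21.1 ± 3.41, a log2 fold change of -1.24 (SE 0.19, limma adjusted p 5.65e-05). BRCA1 (ENSG00000012048, chromosome 17, 41196312 to 41322262) was downregulated in both lines, from 348 ± 24.9 to 278 ± 14.8 in MDA-MB-231 (log2 fold change -0.32, SE 0.07, limma adjusted p 0.00367) and from 739.9 ± 52.9 to 585 ± 23.2 in MDA-MB-468 (log2 fold change -0.34, SE 0.06, limma adjusted p 9.23e-05). BRCA2 (ENSG00000139618, chromosome 13, 32889223 to 32974405) was downregulated from 420.5 ± 46.6 to 324 ± 9.61 in MDA-MB-231 (log2 fold change -0.37, SE 0.07, limma adjusted p 0.00165) and from 572 ± 13.3 to 352 ± 53.1 in MDA-MB-468 (log2 fold change -0.71, SE 0.08, limma adjusted p 1.74e-06). MKI67 (ENSG00000148773, chromosome 10, 129894923 to 129924687), a proliferation marker, had a log2 fold change of -0.62 (SE 0.03, limma adjusted p 1.12e-09) in MDA-MB-231 and -0.18 (SE 0.04, limma adjusted p 0.00179) in MDA-MB-468. The MDA-MB-468 value ran from -0.23 to -0.07 over 21 alternatives, and 1 of them lost the call. VIM (ENSG00000026025, chromosome 10, 17270240 to 17279592) had a log2 fold change of -0.09 in MDA-MB-231 (SE 0.03, limma adjusted p 0.0262), a call that 11 of its 21 alternatives lost. In MDA-MB-468 VIM had only 21.5 ± 5.48 reads in low glucose, and no difference was found (log2 fold change 0.26, limma adjusted p 0.426). ZEB1 (ENSG00000148516, chromosome 10, 31607424 to 31818742) did not change in MDA-MB-231 (log2 fold change -0.08, limma adjusted p 0.310) and was too low to be tested in MDA-MB-468. TWIST1 (ENSG00000122691, chromosome 7, 19060614 to 19157259) had no reads in MDA-MB-231 and a mean of 0.273 ± 0.546 in high-glucose MDA-MB-468, so a change was not detectable at this depth.

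**Figure D2:**
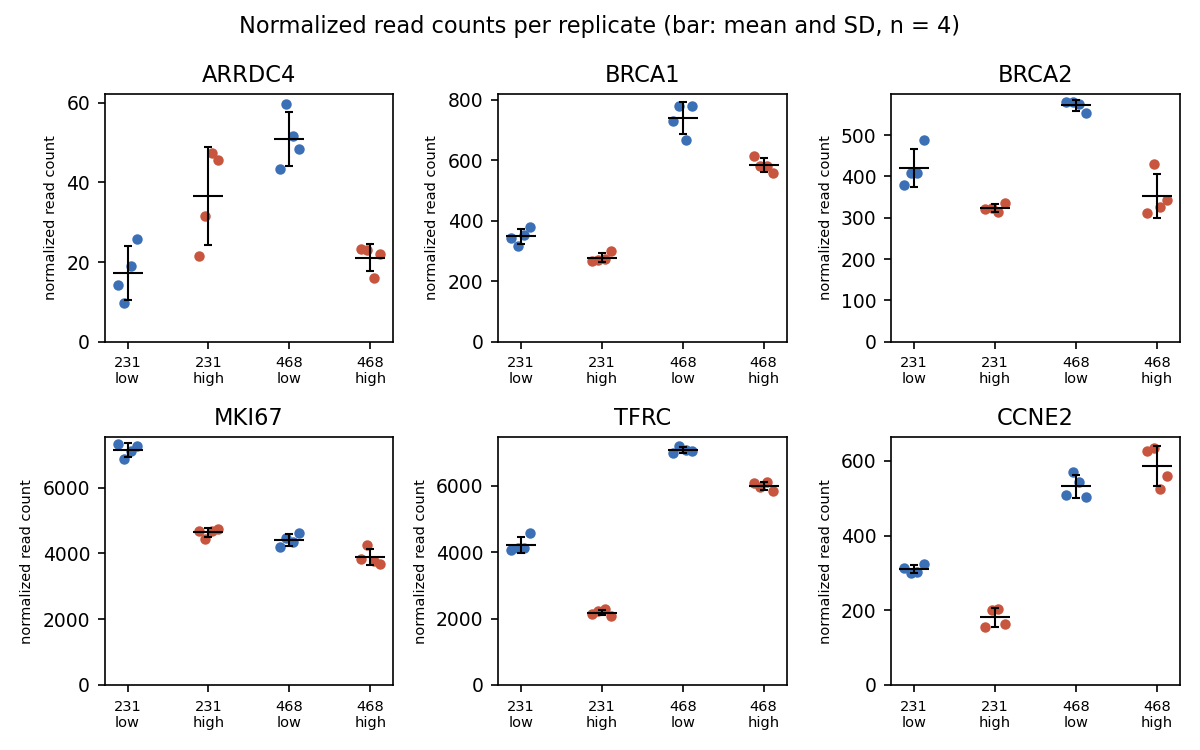
Normalized read counts (y axis, from 0) of ARRDC4, BRCA1, BRCA2, MKI67, TFRC and CCNE2 in each replicate, by line and glucose group (x axis); points are replicates, and bars give the mean and SD (n = 4). ARRDC4 went from a mean of 17.2 to 36.5 in MDA-MB-231 and from 50.8 to 21.1 in MDA-MB-468, while BRCA1 and BRCA2 had lower means in high glucose in both lines.

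The second comparison asked whether high glucose altered the same genes in both lines. Of 13573 genes tested in both, 662 were called in the same direction (252 upregulated, 410 downregulated) and 605 in opposite directions. Independent calls would give 531 and 544. Quantile rescaling made the shared calls more even, with 307 upregulated and 346 downregulated in both lines. Across the 13573 genes the log2 fold changes of the lines had a Spearman's rho of 0.0131. In 10000 shuffles of the calls within bins of mean expression, the mean number in the same direction was 591, and 1 shuffle gave as many as 662. The median transcript length was 5124.5 nucleotides for genes downregulated in both lines and 2294 for genes upregulated in both, against 3137 for all genes tested in both. After the length correction 585 genes were called in the same direction and 620 in opposite directions, and 1905 of 10000 shuffles gave as many in the same direction. The shared excess no longer stood out from shuffled calls once length was corrected. Apart from the thresholds, the count moved most under the gene-wise linear model without moderation, which gave 332 genes in the same direction. With the replicate number as a block, 158 genes were called as upregulated in both lines and 309 as downregulated in both; no pairing by number was clear in the correlations given above.

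**Figure D3:**
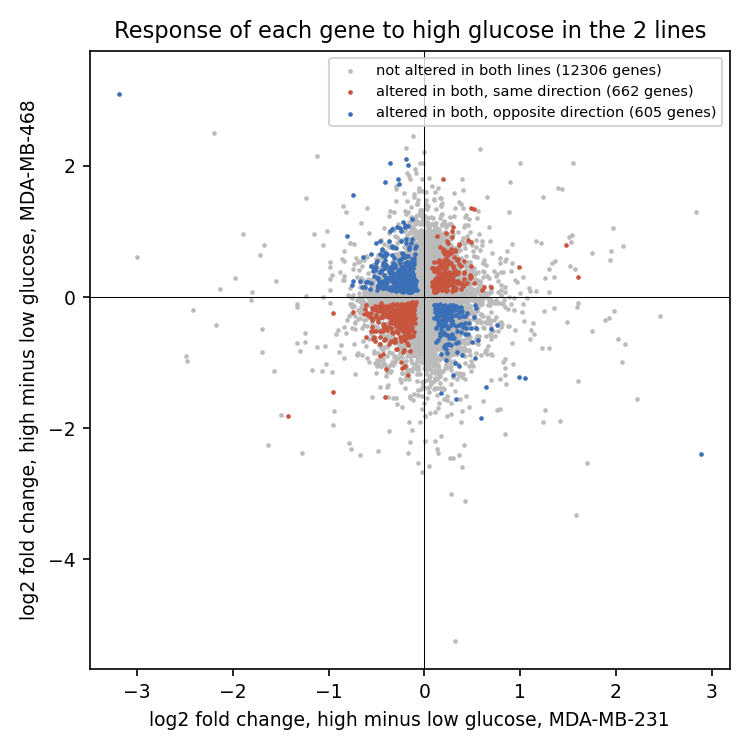
Log2 fold change (high minus low glucose) of each gene tested in both lines, in MDA-MB-231 (x axis) and MDA-MB-468 (y axis). Each point is a gene, with the 662 genes called in the same direction and the 605 called in opposite directions in their own colors; the cloud has no slope (Spearman's rho 0.0131).

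The third comparison asked whether the response itself differed between the lines. For growth, the paper names DMEM for MDA-MB-231 and RPMI for MDA-MB-468, so growth medium cannot be separated from the line. The interaction contrast of limma tested 17115 genes and called 5288 at an adjusted p under 0.05, of which 2909 had the higher log2 fold change in MDA-MB-468 and 2379 the lower. Under quantile rescaling this balance turned to 2680 higher and 2779 lower. With the replicate number as a block it called 4774. The largest positive differences among genes meeting the naming rule were in PGBD1, at 2.58 (SE 0.14, limma adjusted p 1.28e-09), and SOBP, at 2.47 (SE 0.33, limma adjusted p 2.42e-05). The largest negative differences were in ASB16-AS1, at -5.28 (SE 1.48, limma adjusted p 0.0116), and OLR1, at -3.29 (SE 0.58, limma adjusted p 0.000339). OLR1 had means of only 1.73 (low glucose) and 3.14 (high glucose) normalized reads in MDA-MB-231, so the size of its difference is uncertain. ASB16-AS1 (ENSG00000267080, chromosome 17, 42253336 to 42264091) is an antisense transcript whose count is uncertain because the use of strand in counting is not stated, and its SD in high-glucose MDA-MB-468 (66.96) exceeded its mean (49.4). The response of BRCA1 did not differ between the lines (difference -0.01, SE 0.09, limma adjusted p 0.922).

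The genes that the study lists as similarly altered in cell lines and xenografts were looked up in the deposited values. Of these, 308 were found. All 308 moved in the listed direction in MDA-MB-231, 218 of them with a limma adjusted p under 0.05 over all genes and 282 over the list alone. In MDA-MB-468, 307 were tested and 307 moved as listed, 250 of them past the threshold over all genes and 264 over the list alone. With the replicate number as a block the counts were 162 and 246. After the length correction 156 and 205 were past the threshold, and 291 of 307 moved as listed in MDA-MB-468. The list was partly called on these same data, so these counts show that values and list match and no stability. The median transcript length of the listed genes was 1389.5 nucleotides for the upregulated and 6229 for the downregulated ones.

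The fourth comparison asked whether gene sets tied to the study's questions shifted. All tests were exact permutation tests of the score (n = 4 against 4), and the smallest adjusted p reached was 0.0437. In MDA-MB-231, the proliferation score fell by 1.83 (exact p 0.0286, adjusted 0.0437, lower in 4 of 4 numbered pairs), as 11 of its 11 genes had a lower mean. The S phase score fell by 1.65, the score of an epithelial-mesenchymal transition (EMT) set fell by 0.90, and the sterol synthesis score fell by 1.23. Score sizes do not rank fold changes: the mean log2 fold change was -0.18 for EMT and -0.10 for sterol synthesis. The score over all DNA repair genes fell by 0.46, with 62 of 101 genes lower. Mismatch repair fell by 1.03, homologous recombination fell by 0.74, nucleotide excision repair fell by 0.51 and base excision repair fell by 0.44. The amino acid response score rose by 1.43 and the unfolded protein response score rose by 0.63. Each of these 11 scores had the adjusted exact p of 0.0437. Nonhomologous end joining (-0.27, adjusted exact p 0.195) and the TNF-alpha NF-kB response (-0.08, adjusted exact p 0.581) did not pass the threshold. The replicate block was tested with limma's camera, with the correlation between genes of a set preset to 0.01. No other correlation was tried. Mean log2 fold changes, computed apart from camera, were -0.49 for proliferation (camera adjusted p 4.41e-20), -0.18 for EMT (5.59e-09) and -0.09 for all DNA repair (0.000172). The same-number correlation was -0.0855, as given above.

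In MDA-MB-468, the TNF-alpha NF-kB response score fell by 0.68, nonhomologous end joining fell by 0.59 and the amino acid response score fell by 0.53. The proliferation score rose by 0.56, sterol synthesis by 0.68 and the unfolded protein response by 0.74. These 6 scores had the adjusted exact p of 0.0437. The score over all DNA repair genes did not change (-0.03, exact p 0.771), and neither did EMT (-0.08, adjusted exact p 0.520). Base excision repair was 0.51 higher but did not pass the threshold (adjusted exact p 0.0825). With the replicate number as a block, camera gave an adjusted p of 0.000697 for the TNF-alpha set (mean log2 fold change -0.35). It gave 0.299 for proliferation (0.11) and 0.714 for all DNA repair (-0.04), with the same-number correlation of 0.0589 given above. Camera with the block also did not call nonhomologous end joining (-0.13, adjusted p 0.156) or the unfolded protein response (0.11, adjusted p 0.0907). The camera and score tests thus differed for these 2 sets and for proliferation in this line. Against random sets matched on transcript length and expression, proliferation (adjusted p 0.666), sterol synthesis (0.325), the unfolded protein response (0.325) and nonhomologous end joining (0.199) did not stand apart. The alternative that moved the scores most was the first principal component, under which S phase in this line went from -0.04 to -1.44. All DNA repair went from -0.03 to -1.40 under it. The paper's supplement uses this component, signed to follow the average, for its own z-score pathway scores. Between lines, the response differed in 11 of 13 sets (exact permutation within lines, adjusted p under 0.05). The exceptions were nonhomologous end joining (difference -0.32, adjusted exact p 0.333) and the unfolded protein response (difference 0.11, adjusted exact p 0.776).

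**Figure D4:**
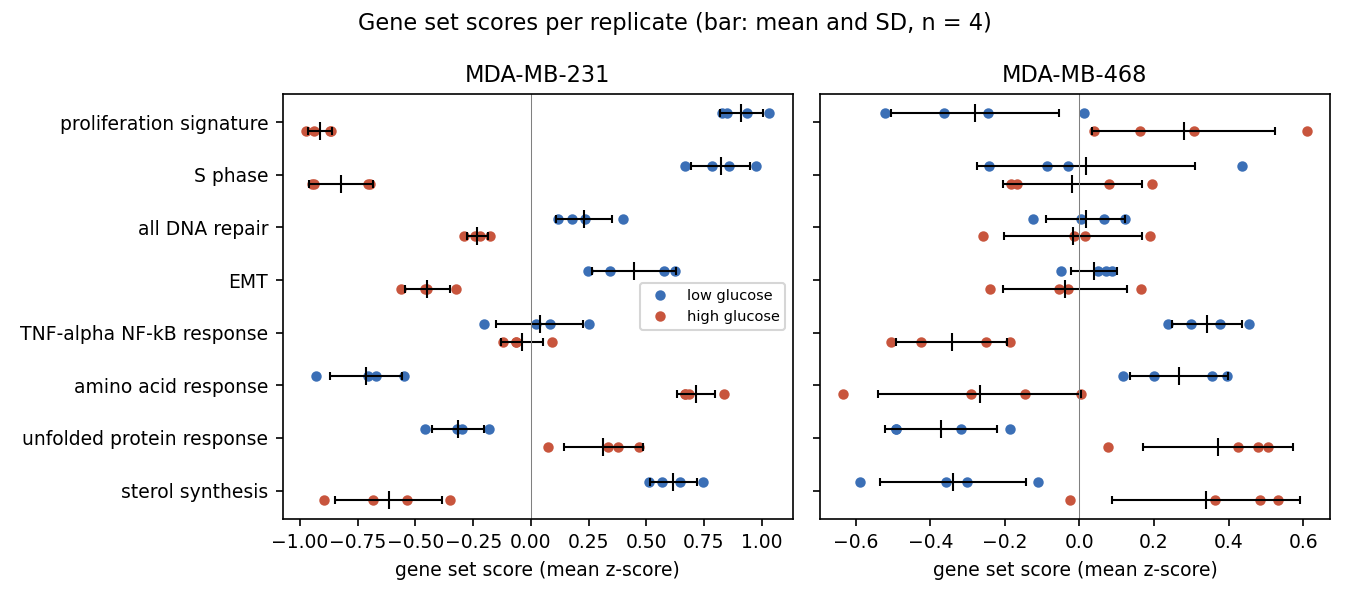
Gene set scores (x axis, mean z-score) of each replicate in each line, low and high glucose in different colors. Bars give the mean and SD (n = 4). The sets (y axis) are proliferation, S phase, all DNA repair, EMT, the TNF-alpha NF-kB response, the amino acid response, the unfolded protein response and sterol synthesis. The separate repair pathways are not drawn. The proliferation score went from 0.91 to -0.91 in MDA-MB-231 and from -0.28 to 0.28 in MDA-MB-468.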

Values the study reported

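For cultured cells, the study modeled hyperglycemia with glucose at 25 mM and kept its controls at 5 mM. It reported 311 genes with similarly altered expression under hyperglycemia in xenografts of MDA-MB-468 and MDA-MB-231 and in cultures of both lines, of which 95 were upregulated and 216 were downregulated at an FDR threshold of 0.3.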

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

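The splits of the samples, the length corrections and the random matched sets were planned before the data were examined, while the other tests in this part were chosen only after the result was seen.

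The response to high glucose differed between the lines in 5288 genes by limma's interaction contrast, the result of this part that covers all genes. The 64 splits of the samples within lines that part all same-numbered pairs were compared with it, and 1 of the 64, the real one, gave as many genes. With the labels shuffled in MDA-MB-231 and kept in MDA-MB-468 the count reached 4777, with the reverse it reached 458, and with both shuffled it reached 1. Most of the count therefore rests on the larger response of MDA-MB-468. For the lines taken singly, 1 of the 8 splits that part all same-numbered pairs, the real one, gave as many genes in MDA-MB-231 (2245), and 1 of 8 in MDA-MB-468 (7495). With 8 splits that share cannot go under 0.05, so these 8 splits settle nothing alone. The 27 other splits, which part fewer pairs, gave at most 4 genes in MDA-MB-231 and 2 in MDA-MB-468. Of all 35 splits in each line, 1, the real one, gave as many genes. Since no pairing by number was clear, the 35 splits argue against a chance split of the samples as the source of these counts.

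Library depth was tested by thinning every library to the smallest. That kept 85.3% of the calls in MDA-MB-231 and 93.9% of those in MDA-MB-468, so depth alone is not enough to account for them. Transcript length was tested by the loess correction, which kept 82.5% of the calls in MDA-MB-231 and 88.5% of those in MDA-MB-468. Length accounts for part of the calls at most. Length, fragmentation and RNA quality could still shape the small fold changes of single long or short genes.

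Among the named genes, 18 differed in response between the lines, as MDA-MB-468 minus MDA-MB-231 on the log2 scale. The differences were -2.29 for ARRDC4, -0.34 for BRCA2, 0.44 for MKI67, -1.28 for TMC8, 0.71 for TFRC, 1.75 for NEURL1B, 0.92 for CCNE2 and 0.61 for FAM72B. They were 2.58 for PGBD1, 2.47 for SOBP, 2.10 for P3H4, -3.28 for COL5A2, -3.18 for MAPK8IP2, -2.64 for CYP1A1, -3.29 for OLR1 and -5.28 for ASB16-AS1. For the IDs without a symbol they were -1.58 for ENSG00000117289 and 2.39 for ENSG00000230259. All 18 kept their sign and call under both median-of-ratios and quantile rescaling, and all 18 after thinning. The thinning goes against library depth as an explanation. The rescalings hardly moved the differences, with median shifts over all genes of 0.00152 and -0.0158, so they cannot tell whether the authors' normalization plays a part. How this test was read was changed after it was seen, in the cautious direction. Under all alternatives together, the BRCA2 difference lost its call in 19 of 28, with adjusted p from 0.00201 to 0.0918, so it does not stand firmly. The ENSG00000117289 difference kept its call in 25 of 28 alternatives and changed sign in 1 of the others, and that of ENSG00000230259 was lost in 2 of 27. In 2 of the 18 a line had 3 reads or fewer in both groups: ENSG00000117289 in MDA-MB-468 and ENSG00000230259 in MDA-MB-231. For those 2 genes the difference in response cannot be told apart from the gene being silent in a line, and its size depends on the pseudocount. OLR1 was close to that floor in MDA-MB-231, with means of 1.73 normalized reads in low glucose and 3.14 in high glucose. Its difference kept its call but ran from -4.07 to -2.88 over 27 alternatives, so its size is uncertain too. FAM72B shares sequence with paralogs and ASB16-AS1 is antisense to another gene, and shared reads were not tested for either. Most of these genes were picked for a large change in a single line, so their difference between lines shows no stability. A difference in glucose response between the lines is a hypothesis for the others.

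ARRDC4 rose in MDA-MB-231 and fell in MDA-MB-468 under high glucose. Its counts were low, and the rise in MDA-MB-231 was lost in 5 of 19 alternatives, with log2 fold changes from 0.83 to 1.28, whereas the fall in MDA-MB-468 and the difference were not lost in any. These data do not measure the glucose left in the medium after 48 hours, and no explanation for the opposite directions was tested.

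The scores of 11 of 13 gene sets differed in response between the lines, as MDA-MB-468 minus MDA-MB-231. The differences were 0.82 for EMT, 1.61 for S phase, -0.61 for the TNF-alpha NF-kB response, -1.96 for the amino acid response, 0.95 for base excision repair and 0.68 for homologous recombination. They were 0.98 for mismatch repair, 0.60 for nucleotide excision repair, 2.39 for proliferation, 1.91 for sterol synthesis and 0.43 for all DNA repair. After the length correction 8 of the 11 kept sign and call, and mismatch repair, nucleotide excision repair and all DNA repair did not. After median-of-ratios rescaling 10 of the 11 kept both, and all DNA repair did not. The difference in all DNA repair, with an adjusted exact p of 0.0420 here, cannot be told apart from the scaling or from transcript length. The rescaling moved all DNA repair from 0.43 to 0.36. It moved nucleotide excision repair (0.60 to 0.51) and mismatch repair (0.98 to 0.91) at least as far, and proliferation less (2.39 to 2.36). These moves are small, so a call kept under the rescaling cannot tell whether the authors' normalization plays a part. That reading was also changed after the result was seen, in the cautious direction. For the 8 sets kept after the length correction, a response that depends on the line is a hypothesis, found and tested on the same data.

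DNA repair genes were lower under high glucose in MDA-MB-231. None of the 10000 random sets matched on transcript length and expression was as low as the repair set (0 of 10000, p 0.0002, the smallest that 10000 sets can give), so length is not enough to account for it. Fewer cycling cells could lower repair genes too. The 92 of 101 repair genes outside the S phase and proliferation sets still fell, with a score difference of -0.340 (exact p 0.0286, the smallest possible), though 53 of these 92 genes were lower. Repair genes outside those sets may also follow the cell cycle, so slower cycling remains open. In MDA-MB-468 the repair score did not change (exact p 0.771), and 355 of 10000 matched sets were as low as its repair set. How that count was read was changed after it was seen, in the cautious direction, and it cannot tell length bias from a small fall.

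In 4 of 132 groups of 4 replicates a single sample stood apart, where chance gives about 6.6. The gap to the nearest sample, as a share of the group's range, was 0.884 for TFRC in low-glucose MDA-MB-231 replicate 4 and 0.938 for FAM72B in high-glucose MDA-MB-468 replicate 4. It was 0.858 for CYP1A1 in low-glucose MDA-MB-468 replicate 3 and 0.897 for the amino acid response score in high-glucose MDA-MB-231 replicate 2. No library held more than 1 of the 4, and their number is within what chance gives. So few flags cannot rule out a deviating library. Low-glucose MDA-MB-231 replicate 4, the library of the TFRC flag, differed most from its group. Its pairs with replicates 1 to 3 had a chi-square per gene of 4.96, 3.83 and 5.20. The other pairs of that group had 2.66, 2.13 and 2.52. Leaving out replicate 4 gave 2389 called genes in MDA-MB-231, against 2245 with all replicates, so the count does not rest on it. No biological explanation was tested for these samples.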

How the results depend on the processing

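All alternatives in this part were planned before the data were examined, and none was added later. The replicates left out are those of these cultures, so no alternative speaks to other cultures.

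The counts of genes kept within 1.5 times their value under the pseudocount, both other filters, median-of-ratios and quantile rescaling, the replicate block, the length and GC corrections, edgeR and DESeq2. In MDA-MB-231 (2245 genes) these counts ran from 1624 with the replicate block, where the same-number correlation was -0.0855, to 3018 with the GC correction. In MDA-MB-468 (7495 genes) they ran from 6632 with DESeq2 to 7587 with the GC correction, with 7383 under the block. For the difference between lines (5288 genes) they ran from 4774 under the block to 5752 with the GC correction. Genes altered in both lines in the same direction (662) ran from 463 with the length correction and block together to 911 with the GC correction. Quantile rescaling moved the upregulated share of the calls from 37.9% to 48.0% in MDA-MB-231 and from 52.4% to 49.0% in MDA-MB-468, and the share with the higher response in MDA-MB-468 from 55.01% to 49.1%.

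The gene-wise linear model without moderation gave 1297 genes in MDA-MB-231 and 332 genes altered in both lines in the same direction. An adjusted p under 0.3 gave 5445 genes in MDA-MB-231, 9276 for the difference and 2016 in both lines. An absolute log2 fold change of at least 1 left 19 genes in MDA-MB-231, 571 in MDA-MB-468, 677 for the difference and 1 in both lines. The cause was not tested beyond the change of threshold or variance model itself.

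Leaving out each replicate in turn gave from 1629 to 2389 genes in MDA-MB-231, from 6759 to 7398 in MDA-MB-468, from 4913 to 5467 for the difference, and from 488 to 674 in both lines in the same direction. The genes of the study's list past the threshold ran from 159 to 195 in MDA-MB-231 and from 226 to 256 in MDA-MB-468.

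Of the gene set scores, proliferation, EMT and all DNA repair in MDA-MB-231 kept direction and call under every alternative run for them. The first principal component score carried past the threshold the 9 set scores that had not reached it. In MDA-MB-231 these were -1.34 for TNF-alpha and -1.44 for nonhomologous end joining. In MDA-MB-468 they were -1.40 for EMT, -1.40 for all DNA repair, -1.44 for S phase, 1.32 for base excision repair, -1.43 for homologous recombination, -1.39 for mismatch repair and 1.40 for nucleotide excision repair. The paper's supplement defines its z-score pathway scores by this component. As there, its sign was set by its correlation with the mean score. All 26 scores passed under this setting, so it does not tell sets apart. The cause was not tested. Proliferation in MDA-MB-468 lost its call under camera, camera with the replicate block and the matched random sets (each a mean log2 fold change of 0.11) and after the length correction (0.29), and in most of the fits without a replicate (0.51 to 0.60). TNF-alpha in MDA-MB-468 lost its call in 3 of the fits without a replicate (-0.73 to -0.61). In the fits without a replicate the adjusted exact p ran from 0.0495 to 0.0874 for proliferation and from 0.0464 to 0.0571 for TNF-alpha in MDA-MB-468. For TNF-alpha the exact p stayed at 0.0286, the smallest possible, in 8 of 8 of these fits, so its lost calls come from the adjustment alone and show no instability. For proliferation it stayed there in 1 of 8 and rose to 0.0571 in the others. The score for all DNA repair in MDA-MB-468 ran from -0.079 to 0.019 without a replicate, and so changed sign.

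Other results that changed sign were all close to 0 or at the floor. The difference in BRCA1 was 0.016 with the length correction, with or without the block, and 0.018 with the GC correction, and ran from -0.062 to 0.028 without a replicate. The difference in ZEB1 ran from -0.071 to 0.46 without a replicate, and that in ENSG00000117289 was 0.40 with edgeR, where the gene is silent in MDA-MB-468. In MDA-MB-468, nucleotide excision repair was -0.10 after the length correction, mismatch repair ran from -0.12 to 0.031 and S phase from -0.096 to 0.057 without a replicate. The cause was not tested. No named gene changed sign within a line. DESeq2 gave ARRDC4 in MDA-MB-231 a log2 fold change of 1.11 but no adjusted p, as for 3177 genes of that line, so this alternative has no value for it. With all replicates, named genes within a line lost a call 17 times, differences between lines became weaker 9 times and stronger 2 times, and the other gene sets became weaker 7 times and stronger 6 times. Without a replicate, named genes lost a call 15 times, differences became weaker 14 times and stronger 1 time, and the other gene sets became weaker 20 times. The 4 paired differences of each score were counted by direction and not tested, because 4 pairs cannot give an exact p under 0.05.

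Depth limits the genes with few reads. TWIST1 in both lines and ZEB1 in MDA-MB-468 were at or near the floor, and a change there was not detectable. VIM in MDA-MB-468 was above the floor and was tested, with adjusted p from 0.216 to 0.783 over its alternatives.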

Other observations

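Every test in this part was chosen only after the result was seen, except the transcript length correction itself, which was planned.

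Genes altered in both lines in the same direction exceeded shuffled calls by 11.97%, while genes altered in opposite directions fell short of them (-4.85%), a gap of 16.8 percentage points. Independent calls would give no such gap. After the length correction the gap was -2.32 points. The shared excess is consistent with a bias by transcript length that affects both lines alike, since the genes downregulated in both had long transcripts (median 5124.5 nucleotides) and those upregulated in both short ones (2294). RNA quality that differs between the glucose groups and a true effect of glucose on long genes might both give this, and these data cannot tell them apart.

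A difference between cell stocks was considered for the large changes in MDA-MB-468, because separate stocks can differ in copy number. In windows of 30 neighbouring genes, the largest shift was 0.27 (chromosome 8, 142217265 to 145086940), and 1 of 200 shuffled gene orders gave a shift as large. After a GC correction the same 30 genes shifted by 0.19, and 111 of 200 shuffled orders gave a run shifted as far, so that run cannot be told apart from GC content. The largest window was then another, on chromosome 19 (43964939 to 45169430), with -0.28, a shift that 0 of 200 shuffled orders reached. Whether the correction itself made that run was not tested. In MDA-MB-231, 53 of 200 shuffles gave a shift as large. The paper describes conditioning cells in low glucose before those for high glucose were switched, and mentions no separate stocks. The window shifts are also far smaller than the largest falls in MDA-MB-468, such as -3.00 for COL5A2. Different copy number over runs of 30 genes could therefore add only small shifts there. Clusters of genes regulated together could add them too, and were not tested. Neither region is singled out, and GC content remains open.

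Mitochondrially encoded transcripts took a smaller share of the reads in high glucose. The share went from 2.87% ± 0.125 (SD, n = 4) to 2.74% ± 0.129 in MDA-MB-231, where the share alone shows no clear change (exact p 0.171). Of the 16 mitochondrial genes tested there, 14 were lower, 9 of them called by limma, with a median log2 fold change of -0.14, so a fall in MDA-MB-231 is not ruled out. In MDA-MB-468 it went from 2.92% ± 0.203 to 2.30% ± 0.121, lower in 4 of 4 numbered pairs (exact p 0.0286, adjusted over both lines 0.0571). That exact p is the smallest possible, and an adjusted p under 0.05 needed both lines to reach it, so the adjusted p does not speak against a fall in MDA-MB-468. All 16 genes (100%) were lower in MDA-MB-468, so the fall does not rest on a few genes. A lower mitochondrial transcript content under high glucose is a hypothesis, with more support in MDA-MB-468. The share of reads does not depend on the scaling of a library, but RNA preparation was not tested.

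The 7-letter word TATTTAT, a core of AU-rich elements that shorten the life of transcripts, was picked from an exploratory scan of all 7-letter words in 3 prime UTRs of both lines. That scan adjusted for fewer properties of the genes and gave the word stronger scores than the scan reported here, which was made afterwards with transcript length and GC content added. In the later scan, genes with the word in their 3 prime UTR had lower fold changes in MDA-MB-231 (z -4.03, rank 9 from the lowest of 15905 words) and in MDA-MB-468 (z -4.73, rank 1 of 15925). Among the 21 words of the same letters it ranked 2 from the lowest in MDA-MB-231 and 1 in MDA-MB-468. The MDA-MB-468 rank follows from its rank among all words, so it cannot test base content of the UTR there. In MDA-MB-231 other T-rich words ranked lower. Base content of the UTR thus remains a candidate explanation in both lines. The effect was small, with an adjusted difference of -0.0140 on the log2 scale in MDA-MB-231 and -0.0321 in MDA-MB-468 (exact p 0.0286 in each, the smallest possible). After the length correction it was -0.0137 and -0.0314, but these differences were already adjusted for length, so this cannot tell the word from length. How it was read was changed after it was seen, in the cautious direction. Without that adjustment, the median log2 fold changes of genes with and without the word in MDA-MB-231 went from -0.024 and 0.012 to 0.0012 and 0.0079 with the correction, and in MDA-MB-468 from -0.048 and 0.044 to -0.027 and 0.017. The correction moved the word to rank 14 in MDA-MB-231 and rank 2 in MDA-MB-468. Transcript length thus remains a candidate for part of the pattern. Without the NF-kB response genes the word had rank 15 in MDA-MB-231 and rank 2 in MDA-MB-468. The adjusted differences were then -0.0131 and -0.0288, so those genes alone are not enough to account for the pattern. Faster decay of transcripts with this element under high glucose may be behind the pattern in MDA-MB-468, as a hypothesis only, since the word was chosen on the same data.

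At a limma adjusted p under 0.3, 2016 genes were altered in the same direction in both cell lines. That is higher than the count quoted from the study above, which also asked for the change in xenografts.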
